A study of Mus musculus with 34 samples. Its data were reported in "Discovery and preclinical evaluation of anti-miR-17 oligonucleotide RGLS4326 for the treatment of polycystic kidney disease" (2019).

How the data were processed

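Kidney polyadenylated RNA was profiled by RNA sequencing in 34 C57BL6 mice on postnatal day 28 (P28). The labels placed the mice in 3 groups. *Pkd2*-KO mice treated with RGLS4326 (n = 11) or with PBS (n = 11) were dosed subcutaneously on P10, P11, P12 and P19, the oligonucleotide at 20 mg per kg body weight, and age-matched untreated non-transgenic (UNT) mice (n = 12) served as controls. RGLS4326 is a short, chemically modified oligonucleotide complementary to the seed region of the microRNA miR-17. The labels spell the genotype as "Pdk2KO", so the gene *Pdk2* was examined beside *Pkd2*.

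The authors prepared stranded mRNA libraries, sequenced them as paired ends on an Illumina NextSeq instrument, trimmed the reads with TrimGalore, mapped them with STAR to the mouse genome GRCm38 (mm10) and counted uniquely mapped reads in genes with HTSeq. The deposited values were raw read counts per gene symbol, 1 table per mouse, with no normalization and no pooling of mice. Each table held 23509 genes, of which 20069 had a count in any library, and ended with the counter's totals of reads that fell in no gene, were ambiguous between genes or had no unique alignment. The gene annotation, the versions of these tools and the strand setting of the counting were not stated. A gene whose exons overlap another gene on either strand was therefore treated as uncertain, because reads of the neighbour may have been assigned to it or both may have lost reads as ambiguous. The uniquely mapped reads leave out sequence shared by near-identical copies of a gene. No 2 libraries were identical (0 identical pairs).

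Reads in genes ranged from 17603122 to 54981992 per library. *Pkd2* alone had from 3069 to 14880 counts per library, and *Fcna*, the named gene with the lowest count in any library, from 4 to 638. Differences between mice of a group, rather than counting error, therefore set the precision for most genes named here. Levels are given as CPM, the counts relative to library size after scaling by TMM factors. A simulation with counts drawn for the real genes from the real means and library sizes, in which 200 genes were changed, was used to test the procedure. Of the changed genes with a log2 fold change of 1, 96 of 100 were recovered, and of those with a log2 fold change of 0.5, 64 of 99 (64.6%) were recovered, with 9 false calls among 169 calls over 15636 tested genes. A shift of 0.1 added to genes with a seed match in simulated values of 14179 genes was recovered as 0.1.

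Counts were normalized by the trimmed mean of M values (TMM) and tested with the quasi-likelihood test of edgeR (version 4.0.16, R version 4.3.3), after genes with low counts were removed with filterByExpr, which left 15644 genes. All 34 libraries entered a single fit with 3 groups and no covariate. Adjusted p denotes the Benjamini-Hochberg adjusted p of this two-sided test throughout unless another test is named, and genes were called at an adjusted p under 0.05, with counts also given at an absolute log2 fold change above 0.5. PBS vs UNT is referred to as the disease contrast and RGLS4326 vs PBS as the treatment contrast. A gene was counted as improved when it passed both thresholds in both contrasts with opposite signs, and as worsened when the signs were the same. Spearman's rho between the log2 fold changes of both contrasts was computed across genes, which are not independent replicates, so no p-value across genes was computed, and its standard error was obtained by leaving out each of the 34 mice in turn (jackknife).

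The pharmacodynamic signature of miR-17, here called miR-17 PD-Sig, was computed per mouse as the mean log2(CPM + 1) of the 10 signature genes used by the study in vivo minus the mean of its 6 housekeeping genes, from TMM-scaled CPM. The full signature of 18 genes was an alternative. Matches to the miR-17 seed were searched in the longest annotated 3′UTR of each gene in GENCODE M21 on GRCm38, as 7-base matches (7mer-m8 or 7mer-A1) or the 8-base match GCACTTTA (8mer). Predicted targets from TargetScan were not used here. Of the 15644 tested symbols, 14828 (94.8%) were found in this annotation and 14179 (90.6%) had a 3′UTR. The site shift was the median log2 fold change of genes with a match minus that of genes without one, and was tested with mice as replicates, on the mean log2(CPM + 1) of site genes minus that of genes without a site in each mouse. Scores of 14 marker gene sets, each of 5 to 11 genes written from general knowledge of kidney cell types and pathways, were the mean log2(CPM + 1) of the tested genes of a set, and their 28 tests in both contrasts were adjusted together by Benjamini-Hochberg. Group differences in scores were tested by two-sided permutation tests with 100000 resamples, for which 2e-05 is the smallest p they can give. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the scores and matplotlib 3.10.9 for the figures.

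The numbering of libraries in the names of the deposited tables restarts, which was taken to mark 3 sequencing runs. Each run held 3 or 4 mice of every group, so runs and groups could be told apart. With 4 against 4 mice the smallest exact permutation p is 0.0286, and with 3 against 4 mice it is 0.0571. Replicate numbers shared between groups come from the labels and were used as pairs only in an alternative fit, since the mice are different animals.

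Alternatives were DESeq2 size factors and upper quartile normalization in the edgeR fit, the Wald test of DESeq2 (version 1.42.0), limma-voom (limma version 3.58.1), other filters on low counts (none, or at least 1 CPM in 11 libraries), only the groups compared in the fit, the sequencing run, the replicate number or expression of the Y-linked gene *Ddx3y* (a marker of the sex of a mouse) as a covariate, each run alone, other thresholds, PBS mice divided between both contrasts, pseudocounts, summaries, signature genes, kinds of site, matched genes and shuffled seed sequences. The grouping, the tests, the marker sets, these alternatives and the rule for the genes named in the text were fixed before the data were examined. By that rule the named genes included *Pkd1*, *Pkd2*, *Pdk2*, *Lcn2*, the signature and housekeeping genes, *Oasl2*, *Ifit1*, *Oas1a*, *Ifit3*, *Ppara* and *Rxra*. In each of the disease and treatment contrasts, the 5 higher and 5 lower protein-coding genes with the smallest p were added. These were taken among genes past both thresholds with a mean log2 CPM of at least 1. The rule as fixed allowed protein-coding or named genes, and only protein-coding genes were taken. Chosen after the data were seen were the covariates for the share of reads in no gene (alone or with the run), for library size and for the share of reads without a unique alignment, the omission of each mouse in turn, the exchange of labels only within runs, and 2 further marker sets (tissue-resident macrophage and nuclear-retained RNA). Kidneys of mice given a control oligonucleotide and of other models of polycystic kidney disease were not analysed here.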

Results

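To examine how inhibition of miR-17 changes gene expression in polycystic kidneys, mRNA profiles at P28 were compared between *Pkd2*-KO mice treated with RGLS4326 (n = 11), *Pkd2*-KO mice treated with PBS (n = 11) and UNT mice (n = 12). *Pkd2*-KO mice carry floxed *Pkd2* alleles that are deleted by a Cre recombinase active in kidney tubules, and develop cysts rapidly. Reads in genes averaged 34284165 ± 7066427 (SD, n = 11) in the PBS group, 26415846 ± 5525282 (n = 11) in the RGLS4326 group and 40718734 ± 9947359 (n = 12) in the UNT group, and the number of genes with a count ranged from 17056 to 17981 per library. The libraries differed between groups in more than depth. The 10 genes with the most reads took 15.2% ± 0.96 of the counts in UNT kidneys, 5.69% ± 0.62 in PBS-treated kidneys and 6.91% ± 1.29 in RGLS4326-treated kidneys. Reads in no gene made up 10.8% ± 0.50 of the reads in UNT, 6.75% ± 1.15 in PBS and 8.79% ± 2.48 in RGLS4326 libraries. *Ddx3y*, a Y-linked gene, was above 1 CPM in 6 of 12 UNT, 6 of 11 PBS-treated and 5 of 11 RGLS4326-treated mice, so both sexes were present in every group.

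The deleted gene was examined first in every mouse. *Pkd2* (chromosome 5, 104459450 to 104505819, plus strand, GRCm38) was at 278 ± 34.1 CPM (n = 12) in UNT kidneys and at 158 ± 32.8 CPM (n = 11) in PBS-treated *Pkd2*-KO kidneys, a log2 fold change of -0.78 (SE 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.4e-09). By replicate number, *Pkd2* stood at 263.5, 276.5, 283.1, 292.7, 225.7, 234.3, 299.2, 275.0, 246.8, 340.4, 326.2 and 275.7 CPM in the 12 UNT mice and at 164.6, 140.4, 162.8, 141.1, 212.9, 167.3, 207.4, 164.9, 96.0, 145.2 and 136.1 CPM in the 11 PBS-treated mice, so every PBS-treated mouse was below every UNT mouse. In the 11 RGLS4326-treated mice the values were 202.5, 223.4, 203.1, 166.2, 237.6, 234.7, 226.8, 178.5, 233.5, 176.5 and 217.6 CPM. The disease difference in *Pkd2* was -0.84, -0.51 and -1.14 (log2) within runs 1, 2 and 3. *Pdk2* (chromosome 11, 95026258 to 95041354), the gene named by the spelling of the labels, was at 271 ± 39.7 CPM in UNT and at 117 ± 21.4 CPM in PBS-treated kidneys, a log2 fold change of -1.17 (SE 0.11, edgeR adjusted p = 5.32e-12). *Pdk2* also remained low after treatment, with 115 ± 24.3 CPM in RGLS4326-treated kidneys and a log2 fold change against PBS of -0.03 (SE 0.11, edgeR adjusted p = 0.824). Over the alternatives fixed beforehand, this change ranged from -0.426 to 0.461, and the smallest adjusted p was 0.0451. Both genes were therefore lower in the knockout kidneys, and the levels alone did not tell which of them the label names. The study describes the model as a knockout of *Pkd2*.

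*Pkd1* and *Pkd2* are direct targets of miR-17, and whether treatment raised their mRNA was tested next. *Pkd2* rose to 209.1 ± 25.6 CPM (n = 11) in RGLS4326-treated kidneys, a log2 fold change against PBS of 0.39 (SE 0.09, edgeR adjusted p = 0.00439), and stayed below the UNT level with a log2 fold change of -0.39 (SE 0.09, adjusted p = 0.000267). In bulk RNA this rise cannot be told apart from a smaller share of cells in which *Pkd2* is deleted. *Pkd1* (chromosome 17, 24549834 to 24596508, plus strand) was at 112 ± 17.7 CPM in UNT, 144 ± 28.3 CPM in PBS-treated and 179 ± 23.3 CPM in RGLS4326-treated kidneys. Its log2 fold change was 0.40 (SE 0.10, edgeR adjusted p = 0.000556) in the disease contrast and 0.30 (SE 0.10, edgeR adjusted p = 0.0286) in the treatment contrast. *Pkd1* overlaps exons of *Tsc2* on the opposite strand, so its counts are uncertain. Within runs 1, 2 and 3, the treatment difference was 0.34, 0.37 and 0.59 (log2) for *Pkd2* and 0.04, 0.32 and 0.63 for *Pkd1*. The alternatives that moved the treatment effect on *Pkd1* most were the fits of run 3 alone, with a log2 fold change of 0.56 (edgeR adjusted p = 0.262), and of run 1 alone, with 0.06 (adjusted p = 0.854). With the share of reads in no gene as a covariate, the log2 fold change was 0.25 (adjusted p = 0.135) for *Pkd2* and 0.175 (adjusted p = 0.355) for *Pkd1*, so neither was called in that fit. Each gene has a single match to the miR-17 seed in its 3′UTR, and both are 8mer matches (GCACTTTA). The match of *Pkd1* lies on chromosome 17 at 24595732 to 24595739, 193 bases into a 3′UTR of 969 bases, in the sequence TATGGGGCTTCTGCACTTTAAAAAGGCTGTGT. That of *Pkd2* lies on chromosome 5 at 104503821 to 104503828, 133 bases into a 3′UTR of 2131 bases, in the sequence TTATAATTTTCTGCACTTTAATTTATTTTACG.

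**Figure D1:**
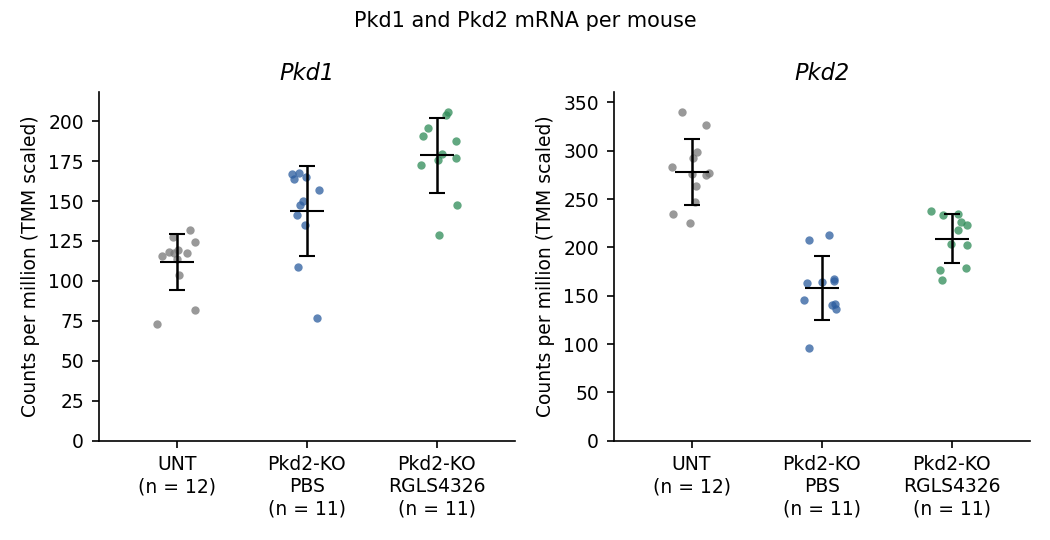
Expression of *Pkd1* and *Pkd2* in CPM (TMM scaled, vertical axes from 0) in each mouse of the UNT, PBS and RGLS4326 groups, with 1 point per mouse and the mean and SD of each group as a bar with whiskers. *Pkd2* was lowest in PBS-treated *Pkd2*-KO kidneys (158 CPM) and intermediate after RGLS4326 (209.1 CPM), while *Pkd1* rose from UNT (112 CPM) over PBS (144 CPM) to RGLS4326 (179 CPM).

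To define the expression changes of the cystic kidney, PBS-treated *Pkd2*-KO kidneys were compared with UNT kidneys. Of 15644 tested genes, 12841 (82.1%) differed at an edgeR adjusted p under 0.05, 6746 higher and 6095 lower in PBS-treated *Pkd2*-KO kidneys, and 8801 of them also passed an absolute log2 fold change of 0.5. Within runs 1, 2 and 3 alone, 11408, 11389 and 10153 genes were called. The alternative that moved this count most was the share of reads without a unique alignment as a covariate, with 7339 genes. This share does not overlap between PBS (14.81% to 19.38%) and UNT libraries (22.84% to 25.65%), so the covariate stands in part for the group. The higher protein-coding genes with the smallest p were *Il18r1*, *Cdh3*, *F3*, *B4galnt2* and *Mxra7*. *Il18r1* (chromosome 1, 40465552 to 40500854) was at 1.61 ± 0.34 CPM in UNT and 66.8 ± 11.8 CPM in PBS-treated kidneys, a log2 fold change of 5.41 (SE 0.13, edgeR adjusted p = 2.68e-27), and the log2 fold changes of the other 4 were 3.82, 2.35, 5.28 and 2.44. The lower protein-coding genes with the smallest p were *Wnk4*, *Inpp5j*, *Ppp1r1b*, *Rilp* and *Kng2*. *Wnk4* (chromosome 11, 101260567 to 101277409) was at 321 ± 27.6 CPM in UNT and 86.5 ± 9.20 CPM in PBS-treated kidneys, a log2 fold change of -1.85 (SE 0.06, edgeR adjusted p = 1.89e-24), and the log2 fold changes of the other 4 were -1.80, -3.12, -1.84 and -1.60. *B4galnt2*, *Wnk4*, *Inpp5j* and *Ppp1r1b* overlap exons of a gene on the opposite strand and their counts are uncertain. *Lcn2*, which encodes the injury marker Ngal, was at 3.58 ± 0.90 CPM in UNT and at 1043 ± 379.8 CPM in PBS-treated kidneys, a log2 fold change of 8.23 (SE 0.26, edgeR adjusted p = 6.16e-25).

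The effect of treatment was then measured by comparing RGLS4326-treated with PBS-treated *Pkd2*-KO kidneys. At an edgeR adjusted p under 0.05, 5280 of 15644 genes (33.8%) differed, 2388 higher and 2892 lower after RGLS4326, while 1258 genes, 723 higher and 535 lower, also passed an absolute log2 fold change of 0.5. This count depended on the run and on the fit. Runs 1, 2 and 3 alone gave 54, 4065 and 0 genes, with 3421, 6361 and 2826 genes at an unadjusted p under 0.05. With the share of reads in no gene as a covariate, the alternative fit of all 3 runs with a single covariate that moved the count most, 89 genes were called, of which 86 were among the 5280, and 3196 genes had an unadjusted p under 0.05. The higher protein-coding genes with the smallest p were *Unc13c*, *Slc35f1*, *F8*, *Gria4* and *Fat3*. *Unc13c* (chromosome 9, 73479422 to 73968966) rose from 2.11 ± 0.72 CPM in PBS-treated to 4.35 ± 1.01 CPM in RGLS4326-treated kidneys, a log2 fold change of 1.03 (SE 0.15, edgeR adjusted p = 8.42e-05), and was at 6.64 ± 0.85 CPM in UNT kidneys. The log2 fold changes of the other 4 were 0.79, 0.65, 0.80 and 1.43. The lower protein-coding genes with the smallest p were *Folr2*, *Wnt9a*, *Fcna*, *Cbr2* and *Crip1*. *Folr2* (chromosome 7, 101839988 to 101857194) fell from 7.20 ± 3.05 CPM in PBS-treated to 2.86 ± 0.49 CPM in RGLS4326-treated kidneys, a log2 fold change of -1.35 (SE 0.19, edgeR adjusted p = 8.42e-05), and was at 4.17 ± 1.25 CPM in UNT kidneys. The log2 fold changes of the other 4 were -0.88, -2.25, -1.09 and -0.81. *Folr2* and *Fcna* overlap exons of an opposite-strand gene and *Gria4* those of a small gene on its own strand, so their counts are uncertain. *Lcn2* fell to 605 ± 209.9 CPM, a log2 fold change of -0.80 (SE 0.19, edgeR adjusted p = 0.005). Over all alternatives, the change in *Lcn2* ranged from -0.916 to -0.417, and the largest adjusted p was 0.298.

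Genes of pathways that the study examined were treated in the same way. *Ppara*, at 219 ± 45.3 CPM in UNT and 69.2 ± 28.6 CPM in PBS-treated kidneys, was at 106 ± 19.0 CPM after RGLS4326, a log2 fold change against PBS of 0.61 (SE 0.16, edgeR adjusted p = 0.00806). The change in *Ppara* ranged from 0.08 (adjusted p = 0.867) in run 2 alone to 1.18 in run 1 alone. *Rxra* was not called between RGLS4326 and PBS over all runs, with a log2 fold change of 0.04 (SE 0.08, adjusted p = 0.691), but was called as lower in run 2 alone (-0.29, adjusted p = 0.0331). The inflammatory genes *Oasl2*, *Ifit1*, *Oas1a* and *Ifit3* were all higher in the disease contrast, with log2 fold changes from 0.89 to 2.68, and none was higher after treatment. *Oas1a* (log2 fold change -0.55, edgeR adjusted p = 0.0153) and *Oasl2* (-0.43, adjusted p = 0.0471) were lower in RGLS4326-treated kidneys, and *Ifit1* (-0.22, adjusted p = 0.338) and *Ifit3* (-0.18, adjusted p = 0.286) were not called.

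Whether treatment moved expression back towards the UNT profile was addressed by comparing both contrasts gene by gene. Across the 15644 tested genes, the log2 fold changes of the disease and treatment contrasts had a Spearman's rho of -0.563 (jackknife SE 0.081 over 34 mice) and a slope of -0.14 (jackknife SE 0.04). Within runs 1, 2 and 3, rho was -0.597, -0.417 and -0.531. Both contrasts use the same PBS-treated mice, which alone can give a negative rho. With the PBS-treated mice divided at random between the contrasts, the median rho over 100 draws was -0.52, with a range from -0.67 to -0.326. Of 100 groupings of the RGLS4326- and PBS-treated mice, the real one included, 9 gave a rho as low as -0.563. With divided PBS-treated mice, 6 of 99 draws with regrouped mice were as low as -0.52. Neither value is thus distinguished from other groupings of these mice. The alternative that moved rho furthest from its value over all tested genes was the restriction to genes called in both contrasts, with a rho of -0.813, and the covariate for reads without a unique alignment gave -0.329. Of all tested genes, 1060 passed both thresholds in both contrasts with opposite signs and 60 with the same sign. These counts of improved and worsened genes were 48 and 1 in run 1, 1134 and 97 in run 2, and 0 and 0 in run 3, in which no gene was called in the treatment contrast. With the share of reads in no gene as a covariate they were 34 and 12. RGLS4326-treated kidneys remained distant from UNT kidneys, with 12157 genes (77.7%) called between these groups, 7972 of them with an absolute log2 fold change above 0.5, and with 11145, 10235 and 8743 genes called within the 3 runs.

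**Figure D2:**
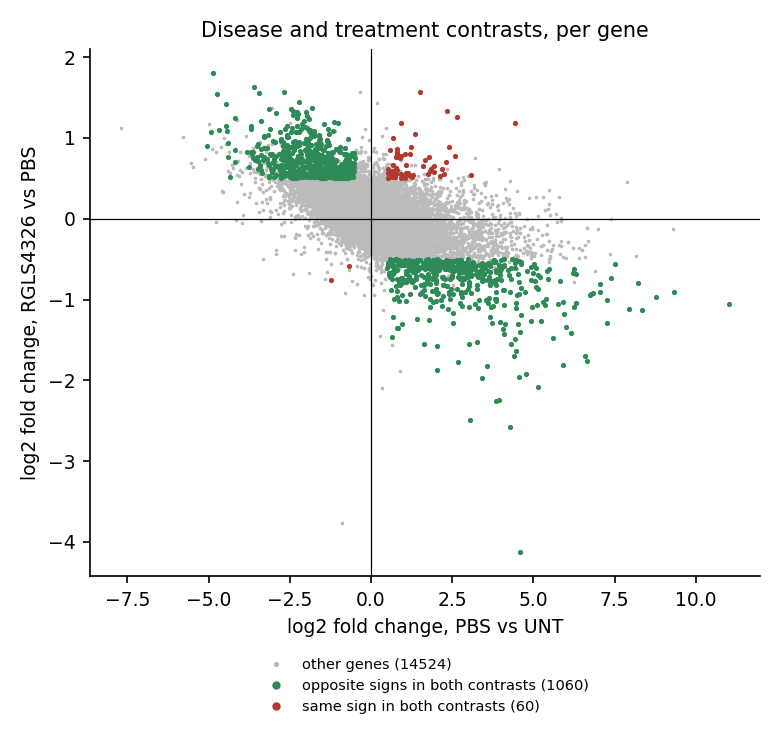
Log2 fold change of each of the 15644 tested genes in PBS vs UNT (horizontal axis) and in RGLS4326 vs PBS (vertical axis), with 1 point per gene. The 1060 genes past both thresholds in both contrasts with opposite signs (green) lie in the upper left and lower right, against 60 with the same sign (red), and the treatment changes span a smaller range than the disease changes.

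Functional inhibition of miR-17 was measured with the miR-17 PD-Sig, in which a higher value means higher expression of miR-17 target genes relative to housekeeping genes. The score was -1.09 ± 0.15 (SD, n = 12) in UNT, -1.82 ± 0.23 (n = 11) in PBS-treated and -1.40 ± 0.21 (n = 11) in RGLS4326-treated kidneys. It was 0.73 lower in PBS than in UNT kidneys (difference -0.73, two-sided permutation test, p = 2e-05, the smallest such a test can give), with all 11 PBS-treated mice below the UNT mean and no overlap between the groups. RGLS4326 raised it by 0.42 (two-sided permutation test, p = 0.00012), with all 11 treated mice above the PBS mean, and left it below UNT by a difference of -0.31 (p = 0.001). These 3 tests were the only ones of this score in the main setting. Within runs 1, 2 and 3, treatment raised the score by 0.285, 0.50 and 0.52 (exact permutation p = 0.0571 in each, the smallest possible in runs 1 and 2). The alternative that moved the score most was the share of reads in no gene as a covariate in the disease contrast, with a difference of -0.13 (permutation p = 0.427). This share does not overlap between PBS (5.18% to 9.0%) and UNT libraries (9.84% to 11.35%), so that fit cannot separate it from the disease difference. With all 18 signature genes, the difference between PBS and UNT kidneys was smaller (-0.195, permutation p = 0.00246). Of these 18 genes, however, 13 were higher and 5 lower in the disease contrast. Without subtraction of housekeeping genes, the 8 genes outside the 10 were 0.949 higher in PBS than in UNT (permutation p = 2e-05). The negative 18-gene difference thus reflects the housekeeping genes and not a fall of the 18 genes as a set. Treatment raised the 18-gene score by 0.259 (permutation p = 2e-05). The score depends on the housekeeping genes, whose mean was 0.475 higher in PBS than in UNT kidneys (6.89 ± 0.10 against 6.41 ± 0.13, log2) and differed by -0.095 between RGLS4326-treated (6.79 ± 0.10) and PBS-treated kidneys. Without their subtraction, the 10 target genes were lower in PBS than in UNT (difference -0.255, permutation p = 8e-05), higher in RGLS4326 than in PBS (0.33, p = 4e-05), and at 0.07 above UNT after treatment (p = 0.163). Of the 10 genes, 9 were higher after RGLS4326, 6 of them at an edgeR adjusted p under 0.05 over all tested genes and 7 when adjusted over the list alone. *Mink1* had the smallest adjusted p, with 97.4 ± 7.44 CPM in PBS-treated, 130 ± 8.30 CPM in RGLS4326-treated and 152 ± 13.02 CPM in UNT kidneys and a log2 fold change of 0.40 (SE 0.05, edgeR adjusted p = 2.11e-05), and *Polq* the largest change, with a log2 fold change of 0.81 (SE 0.16, edgeR adjusted p = 0.00167). *Nagk* was unchanged at -0.01 (SE 0.07, adjusted p = 0.878). In the disease contrast, 5 of the 10 genes were lower and 5 higher, with log2 fold changes from -1.43 (*Cdc37l1*) to 0.37 (*Polq*). *Mink1*, *Cdc37l1*, *Zfp367*, *Mtf1*, *Fyco1* and *Ddhd1* overlap exons of another gene and are uncertain.

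**Figure D3:**
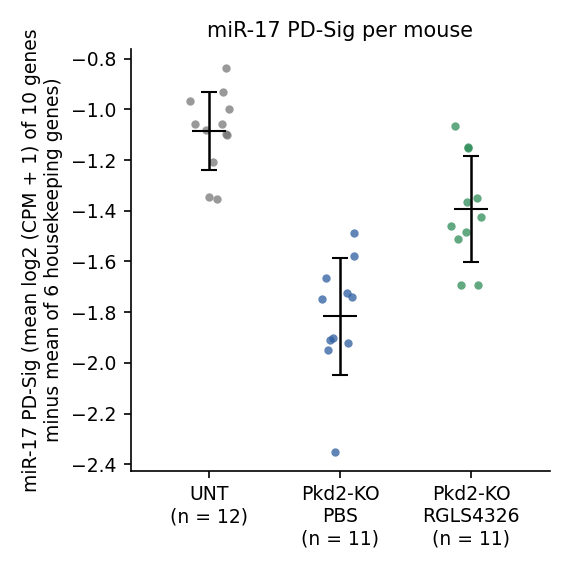
The miR-17 PD-Sig per mouse, as the mean log2 (CPM + 1) of 10 target genes minus that of 6 housekeeping genes (vertical axis), with 1 point per mouse and the mean and SD of the UNT (n = 12), PBS (n = 11) and RGLS4326 (n = 11) groups. The mean of the RGLS4326 group (-1.40) lies between those of PBS-treated (-1.82) and UNT (-1.09) kidneys.

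To test for a transcriptome-wide effect on miR-17 targets, tested genes with a match to the miR-17 seed in the 3′UTR (2989 genes) were compared with those without one (11190 genes). In the treatment contrast, the median log2 fold change was 0.09 for site genes and -0.03 for genes without a site, a shift of 0.13 with a Kolmogorov-Smirnov D of 0.199 across genes. With mice as replicates, the mean expression of site genes relative to genes without a site was 0.11 (log2) higher after RGLS4326 (two-sided permutation test, p = 0.0003), with all 11 treated mice above the PBS mean. The shift was larger for the 599 genes with an 8mer (0.17, permutation p = 2e-05) and for the 639 genes with 2 or more sites (0.20, p = 0.00084). Within runs 1, 2 and 3 it was 0.07 (exact permutation p = 0.114), 0.14 (p = 0.0571) and 0.18 (p = 0.0286). In the disease contrast, the shift was -0.05 and was not distinguishable from 0 (permutation p = 0.255). The median 3′UTR was longer in site genes (2427 bases) than in genes without a site (893 bases), and the controls for this moved the shift most. Against genes matched on 3′UTR length and mean expression, the shift in the treatment contrast was 0.05 (permutation p = 0.00022). Of 200 shuffled versions of the seed match, 26% gave a shift as large as that of the miR-17 seed, and the shift of the seed exceeded the median of the shuffled versions by 0.01. After matching, 24.5% of 200 shuffled versions gave a shift as large for any site, but 1.5% did for the 8mer, whose matched shift was 0.10 against a median of 0.05 over its shuffled versions. The shift for all sites thus did not exceed that of sequences of the same composition, and the shift for 8mers did.

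**Figure D4:**
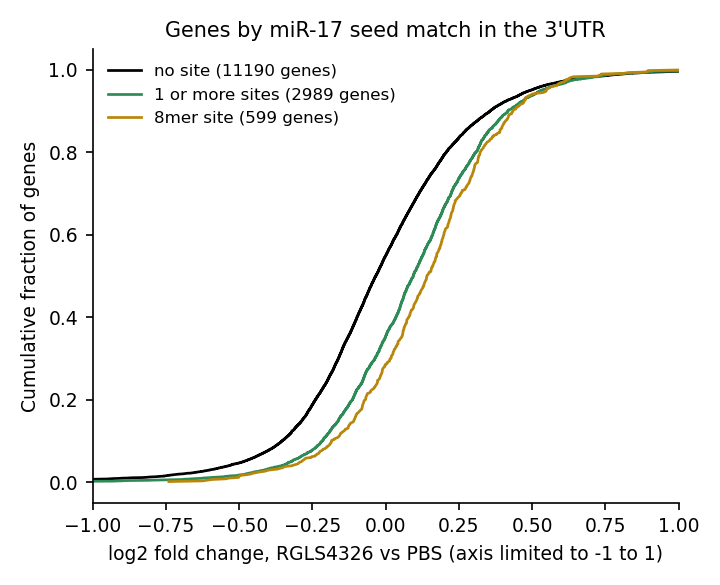
Cumulative fraction of genes (vertical axis) by log2 fold change in RGLS4326 vs PBS (horizontal axis, limited to -1 to 1), for genes without a miR-17 seed match in the 3′UTR (11190 genes, black), with 1 or more matches (2989 genes, green) and with an 8mer (599 genes, gold). The curves of genes with matches lie to the right of the curve without, with median shifts of 0.13 and 0.17.

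Marker gene sets described which kidney compartments and pathways accompanied these changes. All 14 sets differed in the disease contrast at an adjusted p under 0.05 (permutation tests adjusted over 28 tests). The tubular injury set was 4.34 (log2) higher in PBS than in UNT kidneys, the macrophage set 3.67 higher and the fibroblast set 2.29 higher, with 9.17 ± 0.22 against 4.83 ± 0.12 for tubular injury (SD, n = 11 and n = 12). The proximal tubule set was lower (difference -3.21, 7.30 ± 0.82 against 10.5 ± 0.11), as were the distal convoluted tubule set (-2.24), the PPAR alpha target set (-1.72), the intercalated cell set (-1.36) and the thick ascending limb set (-1.14). For 13 of these sets the permutation p before adjustment was 2e-05, the smallest it can be, and for the proliferation set (0.65 higher) it was 0.0014.

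In the treatment contrast, 10 of the 14 sets differed at an adjusted p under 0.05. After RGLS4326 the proximal tubule set was 0.74 higher (adjusted permutation p = 0.0149, with 11 of 11 treated mice above the PBS mean), the distal convoluted tubule set 0.35 higher (adjusted p = 0.00217), the thick ascending limb set 0.25 higher (adjusted p = 0.0391), the podocyte set 0.175 higher (adjusted p = 0.00168) and the endothelial set 0.25 higher (adjusted p = 0.0008). The principal cell set changed by -0.555 (adjusted p = 0.018), the macrophage set by -0.41 (adjusted p = 0.0268), the T cell set by -0.39 (adjusted p = 0.00759) and the tubular injury set by -0.32 (adjusted p = 0.0268). All of these moved against the disease difference. The proliferation set did not, being 0.29 higher after RGLS4326 (adjusted permutation p = 0.0268, with 9 of 11 treated mice above the PBS mean). The fibroblast (0.15, adjusted p = 0.155), PPAR alpha target (0.38, adjusted p = 0.0727), Wnt target (-0.02, adjusted p = 0.64) and intercalated cell sets (0.01, adjusted p = 0.897) were not distinguishable from PBS. The 10 sets that passed had the same direction within each of the 3 runs, where 0 sets passed after adjustment and 0, 0 and 1 set had an unadjusted p under 0.05. In runs 1 and 2, the number of mice left no set able to pass after adjustment. Within runs 1, 2 and 3 the proximal tubule set was 1.36, 0.36 and 0.57 higher and the proliferation set 0.26, 0.33 and 0.32 higher. The distal convoluted tubule set was lower (-0.22, adjusted p = 0.0847) when the median of its genes replaced the mean. With the median, 7 sets passed in the treatment contrast, and with DESeq2 size factors 9 did. The thick ascending limb set failed in both (adjusted permutation p = 0.475 and 0.0504), and the macrophage set failed with the median (0.0549). Among the alternatives that used all 3 runs, the share of reads in no gene as a covariate moved the count of sets most. Only the endothelial set (0.29, adjusted permutation p = 0.0016) then passed in the treatment contrast, with 4 sets at an unadjusted p under 0.05.

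**Figure D5:**
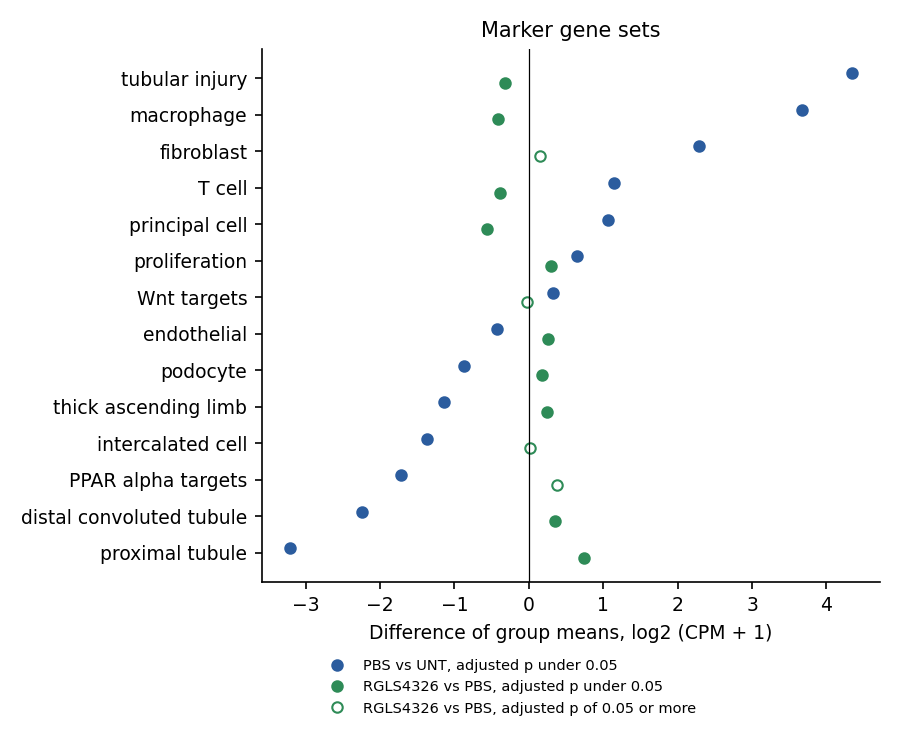
Difference of group means in log2 (CPM + 1) (horizontal axis) for each of 14 marker gene sets (vertical axis), in PBS vs UNT (blue) and RGLS4326 vs PBS (green), with filled points at an adjusted permutation p under 0.05 and open points otherwise. The treatment differences (from -0.555 to 0.74) are smaller than the disease differences (from -3.21 to 4.34), and among filled points only the proliferation set has the same sign in both.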

Values the study reported

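The study reported a rho of −0.559 between the expression changes of *Pkd2*-KO kidneys against non-diseased controls and the changes after RGLS4326 treatment. It counted 994 genes in *Pkd2*-KO kidneys whose expression was improved by treatment (FDR < 0.05, with an absolute log2 fold change above 0.5). Its wording leaves open whether both contrasts had to pass these thresholds, as was required for the improved genes counted here. The study stated fewer PBS-treated mice for this RNA sequencing than the 11 used here, so its values may rest on fewer mice. Its miR-17 PD-Sig for mouse cells comprised 18 target genes.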

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

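The tests of whether a few genes taking many of the counts account for the share of reads in no gene were chosen only after the result was seen. Reads that fell in no gene are not part of the gene counts, and were examined as a property of each library. Their share was lower in PBS than in UNT libraries by a difference of -4.04 percentage points (two-sided permutation test, p = 2e-05), with -4.50, -3.51 and -4.23 in runs 1, 2 and 3. The difference was not removed by library size as a covariate (permutation p of residuals 1e-05) or by exchanging labels only within runs (exact p = 5.8e-06). With the share of the 10 genes with the most reads as a covariate, it was -1.33 (p = 0.56). That share differs between PBS and UNT libraries without overlap, so the difference cannot be told apart from a few genes taking many of the counts in UNT kidneys, nor that from the loss of tubule cells.

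After RGLS4326 the share of reads in no gene was 2.04 percentage points higher than after PBS (two-sided permutation test, p = 0.0231), with 0.65, 4.03 and 2.26 in runs 1, 2 and 3 (exact permutation p = 0.514, 0.0571 and 0.114). Exchange of labels within runs left the difference in place (exact p = 0.0025), so runs do not account for it. RGLS4326 libraries were also smaller, and with library size as a covariate the difference was 2.08 at p = 0.054, so its size did not fall and only its p rose. With the share of the 10 genes with the most reads as a covariate, the difference was 0.10 (p = 0.86). The difference could therefore follow from which genes take the reads, and a biological origin cannot be told apart from that.

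The share of reads without a unique alignment was lower in PBS than in UNT libraries by a difference of -7.06 percentage points (two-sided permutation test, p = 2e-05), with -7.22, -6.63 and -7.31 in the 3 runs. Library size (p = 1e-05) and runs (exact p = 5.8e-06) do not account for it. With the share of the 10 genes with the most reads as a covariate, it was 0.18 (p = 0.95), and since that share separates the groups, the difference cannot be told apart from a few genes taking many of the counts.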

How the results depend on the processing

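The tests against covariates for library properties, the omission of single mice and the exchange of labels within runs were chosen only after the result was seen. With DESeq2 size factors, upper quartile normalization, the DESeq2 Wald test, limma-voom, no filter, a filter of 1 CPM, only the compared groups, the run or *Ddx3y* as a covariate, the treatment contrast had 5297, 5483, 5700, 5115, 4943, 5175, 4445, 5859 and 5472 genes against 5280. Leaving out each mouse in turn gave from 4023 to 6209 genes in the treatment contrast, a rho from -0.588 to -0.531, from 767 to 1346 improved genes, and a log2 fold change from 0.349 to 0.44 for *Pkd2* and from 0.247 to 0.336 for *Pkd1* (largest adjusted p 0.0532). Replicate numbers as a block gave 5098 genes, 4798 of them among the 5280, while mice with the same number had a mean correlation of 0.08.

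In the treatment contrast, run 1 alone gave 54 genes, run 3 alone 0 (2826 at an unadjusted p under 0.05), the no-gene share covariate 89, this covariate with the run 38, the library size covariate 2843, the fold change threshold 1258 and an adjusted p under 0.01 1778. The covariate for reads without a unique alignment gave 7339 genes in PBS vs UNT and 7317 in RGLS4326 vs UNT, where the fold change threshold gave 7972. The Spearman correlation between both contrasts was -0.417 in run 2, -0.407 with the no-gene share, -0.343 with this and the run, -0.329 with the share without a unique alignment, and -0.813 for genes called in both contrasts. Improved genes numbered 48 in run 1, 0 in run 3, 34 with the no-gene share, 17 with this and the run, 687 with library size, 706 with the share without a unique alignment, 4007 without a fold change threshold and 3010 with it in the disease contrast only. The share without a unique alignment does not overlap between UNT libraries and those of either *Pkd2*-KO group, so with it as a covariate fewer genes called against UNT kidneys are expected from the design. With the no-gene share, 57 genes passed both thresholds in the treatment contrast against 7767 in PBS vs UNT, so the treatment contrast limits the improved genes, and this covariate is treated under other observations. The cause of the other changes was not tested.

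*Pkd2* had a log2 fold change of -0.39 (edgeR adjusted p = 0.138) in PBS vs UNT with the share without a unique alignment, a covariate that separates these groups. Pkd2 RGLS4326 vs PBS gave 0.353 (0.0938), 0.341 (0.0938) and 0.559 (0.262) in runs 1, 2 and 3, 0.252 (0.135) with the no-gene share and 0.232 (0.268) with this and the run. Pkd1 RGLS4326 vs PBS gave 0.061 (0.854) in run 1, 0.56 (0.262) in run 3, 0.175 (0.355) with the no-gene share, 0.195 (0.399) with this and the run and 0.309 (0.0574) with library size. Signs changed in the treatment contrast for *Pdk2* (0.461 in run 1, 0.11 with the no-gene share, 0.165 with this and the run), *Mtf1* (-0.033 in run 1), *Nagk* (0.046 in run 1, 0.118 with the no-gene share, 0.145 with this and the run), *Ifit3* (0.048 with the no-gene share and run) and *Rxra* (-0.292 in run 2, where it was called at an adjusted p of 0.0331). For *Pdk2*, the lowest value over the alternatives was -0.426, and the smallest adjusted p was 0.0451. The cause of these changes in treatment results was not tested.

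The miR-17 PD-Sig in PBS vs UNT was -0.677 (permutation p = 0.0571) in run 1 and -0.129 (p = 0.427) with the no-gene share. In RGLS4326 vs PBS it was 0.285, 0.503 and 0.523 in the runs (each p = 0.0571). In RGLS4326 vs UNT it was 0.064 (p = 0.233) with 18 genes, 0.071 (p = 0.163) without housekeeping genes, -0.101 (p = 0.4) in run 2 and -0.38 (p = 0.0571) in run 3. The other 8 signature genes changed by 0.056 (p = 0.129) after treatment in the main setting and by -0.039 (p = 0.407) without housekeeping genes. The site shift in PBS vs UNT was 0.025 (p = 0.995) for 2 or more sites, -0.038 (p = 0.00016) after matching (121 of 200 shuffled sites as low, so it is no lower than base composition gives), 0.043 (p = 0.0745) with the no-gene share and 0.024 (p = 0.343) in run 2. In RGLS4326 vs PBS it was 0.070 (p = 0.114) in run 1, 0.136 (p = 0.0571) in run 2 and 0.011 above the median of shuffled sites (26% as large). With 3 against 4 mice, 0.0571 is the smallest p possible, so where it stands for such a comparison the lost significance is set by the number of mice. Matching PBS vs UNT also on the disease change was not run, as it would match the contrast on itself. For the other changes the cause was not tested.

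Of 14 marker sets, 0 passed after adjustment in each run alone in either contrast (0, 13 and 13 at an unadjusted p under 0.05 in PBS vs UNT, and 0, 0 and 1 in RGLS4326 vs PBS), and 1 passed in RGLS4326 vs PBS with the no-gene share. In runs 1 and 2 the smallest exact p leaves no adjusted p under 0.05, so these counts of 0 are set by the number of mice. With the no-gene share, 10 sets passed in PBS vs UNT. This share does not overlap between these groups, so that fit cannot separate it from the disease difference. Signs changed after treatment for the distal convoluted tubule (-0.223 by the median), intercalated cell (-0.004 with DESeq2 size factors, -0.062 in run 3, -0.031 with the no-gene share), fibroblast (-0.038 in run 1), PPAR alpha (-0.213 in run 2), Wnt (0.042 in run 3) and nuclear-retained RNA sets (-0.238 with the no-gene share). The cause of these sign changes was not tested. Among results for single named genes and sets, 803 comparisons with an alternative kept direction and side of the threshold, 166 were weaker, 7 stronger and 18 reversed.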

Other observations

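The tests on the choice of 10 of the 18 signature genes and on nuclear-retained RNA within groups were chosen only after the result was seen. For the counts of called genes, the mice were regrouped at random into groups of the same sizes that part as many pairs with the same replicate number. Of 100 splits, the real one included, 1 gave as many genes in PBS vs UNT, 1 in RGLS4326 vs PBS and 1 in RGLS4326 vs UNT, the real split in each case. For the improved genes 1 of 100 splits gave as many, and for rho 9 of 100 gave a value as low, so the rho cannot be told apart from other groupings of the treated and PBS-treated mice. The other 99 splits of the treatment contrast had a median of 0 genes and at most 3336. With separate PBS-treated mice in both contrasts the median rho was -0.52, so sharing of these mice does not account for all of the negative rho, but 6 of 99 draws with regrouped mice (rho from -0.645 to 0.559) were as low, so this value is not distinguished from other groupings either.

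The fall of the treatment calls to 89 with the no-gene share covariate was examined further. In 0 of 100 shuffles of the share within groups were as few genes called. The shuffles gave a median of 2982.5 genes (170 to 6752) against 5280 without the covariate, so collinearity of a covariate with the group difference accounts for part of the fall and not for all of it. The score of nuclear-retained RNA followed the share across mice, with a rho of 0.918 (permutation p = 0.0002) within the PBS group, 0.955 (p = 0.0002) within the RGLS4326 group and 0.441 (p = 0.16) within the UNT group. Its treatment difference of 0.38 became -0.238 with the covariate. The per-gene slope on the share had a rho of 0.19 with gene span, a weak relation, and slopes in UNT kidneys had a rho of 0.078 with slopes in *Pkd2*-KO kidneys. Slopes in *Pkd2*-KO kidneys had a rho of -0.422 with the disease log2 fold changes and of 0.724 with the treatment log2 fold changes, and slopes in UNT kidneys had a rho of 0.175 with the disease changes. Marker sets within the RGLS4326 group were divided on a reading as severity. The macrophage and principal cell sets, higher in disease, had a rho of -0.891 (permutation p = 0.0005) and -0.773 (p = 0.0067) with the share. The distal convoluted tubule set, lower in disease, had 0.764 (p = 0.0075). These sets go with severity. Against it, the endothelial set, lower in disease, had -0.645 (p = 0.0401). The proximal tubule and PPAR alpha target sets each had -0.282 there (p = 0.394 and 0.401), against 0.491 and 0.645 within the PBS group. The share may therefore track nuclear RNA content of a library, severity of the disease, or both, and these cannot be told apart here. If it tracks severity, a covariate for it removes part of the treatment effect. The deposited tables held 0 gene symbols with the mitochondrial prefix mt-. Whether reads of mitochondrial genes are part of this share was not tested.

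The site shift after treatment cannot be told apart from the 3′UTR length and base composition of site genes, since 26% of shuffled sites gave as large a shift, and 24.5% did after matching for 3′UTR length and expression. Matching for 3′UTR length and expression took the shift from 0.13 to 0.053, and matching also for the disease log2 fold change to 0.046 (36% of the shift left), so a return of disease changes accounts for little of it. The no-gene share covariate left 56.5%. For 8mers, 1.5% of shuffled octamers gave as large a matched shift. This is consistent with release of genes with the strongest matches from miR-17, a hypothesis found and tested on the same data.

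The 18 genes of the miR-17 PD-Sig had a higher mean log2 fold change after treatment than all but 4.77% of 10000 random lists of genes with a seed match, matched on 3′UTR length and expression. The 10 genes used in vivo behaved differently from the other 8. Their mean log2 fold change was -0.21 against 1.02 in the disease contrast and 0.33 against -0.05 in the treatment contrast. Of all 43758 choices of 10 of the 18 genes, 3 had a mean as low in the disease contrast and 28 a mean as high in the treatment contrast. Chance choice of 10 genes does not account for this, and whether the 10 were chosen from kidneys such as these was not tested.

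Among the lower genes after treatment, *Folr2*, *Fcna* and *Cbr2* are markers of tissue-resident macrophages. A list of other such markers, none of them these 3 genes, was lower after RGLS4326 (difference -0.49, two-sided permutation test, p = 0.00044, with all 11 treated mice below the PBS mean), with -0.67, -0.53 and -0.41 in runs 1, 2 and 3. It was also lower with the no-gene share as a covariate (p = 0.008). This list was chosen after the data were seen. Its score was 1.02 in UNT, 3.23 in PBS-treated and 2.74 in RGLS4326-treated kidneys, so it stayed above the UNT level after treatment. The macrophage set fell as well (-0.41), so a change specific to resident-type cells is not shown. Fewer resident-type macrophages or lower expression of their markers could give these values, and bulk RNA cannot separate these.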
